A study of Homo sapiens with 6 samples. Its data were reported in "TCF21 and AP-1 interact through epigenetic modifications to regulate coronary artery disease gene expression" (2019).

How the data were processed

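Chromatin accessibility was measured by ATACseq in primary human coronary artery smooth muscle cells. The 6 libraries were assigned to 5 groups from their labels: JUN control, JUN knockdown (2 libraries, 1 for each hairpin), TCF21 control, TCF21 knockdown and TCF21 overexpression. The labels name 1 line of cells for all libraries, with a range of passages. A lentivirus carried the TCF21 cDNA. Inside the lists, the peak names of TCF21 knockdown begin with shC and those of TCF21 control with shCtrl. The first could stand for a hairpin or for a control, and the labels were followed. The prefix shCtrl may mark a hairpin control. In its expression experiments the paper used an empty vector as the control of the TCF21 cDNA virus. Whether TCF21 control matches TCF21 overexpression in vector is therefore not known.

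The authors trimmed read pairs with cutadapt, mapped them to hg19 with bowtie2, removed duplicate, unmapped and mitochondrial reads, shifted read ends for the Tn5 insertion and called peaks for each library with macs2. Versions were not stated. Each deposited peak has a fold enrichment over the local background of its own library, given as a ratio by the authors' caller. The deposited lists also give the −log10 of the caller's p-value and q-value for each peak. These values belong to the authors and grow with depth. They were used to describe, rank or filter the peaks of each list. Shares and ratios obtained under a common q limit were then set side by side, although the lists differ in calling mode and may differ in depth. Of the peak lists, 5 have the 9 columns of broad mode and a highest q-value near 0.1. The JUN control list has the 10 columns of narrow mode, with a summit, and a highest q-value near 0.05. Since broad mode reports longer and weaker stretches, this difference can change peak numbers and widths between JUN control and every other library. The lists hold no read counts, so the depth per library was unknown and could not be equalized. A deeper library yields more peaks, and the stricter q limits and equal numbers of strongest peaks described here only partly account for that.

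The list of 2587 regions was made by the authors with SICER in windows of 200 bp with gaps of 600 bp. Its starts lie on these windows, its ends were read as inclusive, and it has 13 columns. The authors' deposited table gives a fold as a ratio of the less to the more covered library and an FDR, a p-value adjusted for the number of regions. Both were copied without change. A further 4 columns hold values per sample whose samples are not named and were not used here.

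Peak lists were compared by overlap, with 1 bp counted as shared, in python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and drawn with matplotlib 3.10.9. Overlap counts were checked against bedtools 2.31.1. No JUN control peak overlapped another (0 peaks), so none was merged before counting. Shares are given with Wilson intervals at 95%. Ratios of peak numbers have an interval from the Wilson interval of the share of 1 list in both, and odds ratios have the interval of the logarithm of the odds. Over the JUN knockdown libraries the mean and SD are given. As 1 control library stood in each arm, no test between conditions was made. Fisher's exact test, which the study used for overlaps, was replaced by the odds ratio with its interval, since regions are not replicates.

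Both JUN knockdown libraries share a control. The number of JUN control peaks absent from both was therefore compared with 1000 permutations of the losses of one library within 50 strata, made of 10 deciles of enrichment and 5 quintiles of width. Odds ratios were also stratified by decile with the Mantel-Haenszel method. Deposited regions were compared with 10000 random lists (1000 for motifs) of JUN control peaks matched on the same strata. For this, each region was represented by its JUN control peak of highest enrichment, and percentiles are descriptive. Ratios of motif shares were standardised to the strata of the set examined, and their intervals cover both sets.

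Motifs were counted on both strands of the GRCh37 reference, which is the sequence of hg19. The last peak end lay within the reference length on 24 of 24 chromosomes. The 1297 JUN control peaks on other contigs were left out of motif counts, and peaks on such contigs were left out of promoter shares. The AP-1 motif was TGASTCA, the E-box was CAGCTG and the control pattern was TGCTSA. Genes, exons and 220784 transcription start sites came from the GENCODE release 44 annotation on GRCh37. A promoter peak lay within 1 kb of a start site. Amplicons were located by exact match of both primers.

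The functions were tested on simulated lists built from the 138131 JUN control peaks. With losses that depended only on strength, the ratio of joint losses was 1.00 with strata and 1.13 without. The stratified odds ratio was 0.977 for unrelated gain and loss (0.604 without strata) and 2.00 for a planted odds ratio of 2. A planted motif ratio of 1.5 was recovered as 1.51.

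Named regions were fixed before the data were examined, as were the comparisons and most alternatives. They were the 10 deposited regions with the joint pattern whose JUN control peak had the highest enrichment, and the genes SMAD3, CDKN2B-AS1, ACTA2, MYH11, JUN and TCF21. The alternatives were limits on q of 0.01 and 1e-05, covered base pairs in place of peak numbers, merging of peaks within 600 bp, overlap of at least 50% of the shorter peak, equal numbers of the strongest peaks by p-value, leaving out each JUN knockdown library, no strata or further strata, the central 200 bp for motifs and a window of 5 kb for promoters. Chosen after the data were seen were a limit on q of 0.05 in every list, merging of JUN control peaks only, and the control pattern ACTSAGT. Both control patterns were then also counted after AP-1 sites were masked. The control pattern of the design has 6 bases and not 7, which makes it more frequent than the AP-1 motif.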

Results

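Chromatin accessibility was measured by ATACseq in HCASMC, the primary smooth muscle cells of human coronary arteries, after disruption of 2 transcription factors. ATACseq uses the Tn5 transposase to insert sequencing adaptors into open chromatin, and a peak is a stretch of the genome where insertions exceed the local background. There were 6 libraries in 5 groups. The JUN arm held 1 control library and 2 JUN knockdown libraries, each made with another short hairpin RNA. JUN is a subunit of the AP-1 transcription factor. The TCF21 arm held 1 control, 1 TCF21 knockdown and 1 TCF21 overexpression library. TCF21 is a basic helix-loop-helix factor. Only the JUN knockdown group had a replicate, so the other differences had no replicate check, and no p-value was computed between conditions. The lists hold peaks and no read counts, so the depth of each library was unknown, and the 95% intervals given here cover counting error only. No 2 lists were identical.

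The loci of the 2 targeted genes were examined first. At JUN (chromosome 1, 59242517 to 59249720, minus strand, hg19), a promoter peak was present in all 6 libraries. It spanned 59249108 to 59251116 in JUN control, 59249296 to 59251106 in JUN knockdown 1 and 59248706 to 59251239 in JUN knockdown 2. At TCF21 (chromosome 6, 134210251 to 134216691, plus strand), TCF21 control had a promoter peak at 134210014 to 134211264, and JUN control, JUN knockdown 1 and JUN knockdown 2 had one over the same start site. TCF21 knockdown had no peak within 1 kb of a TCF21 start site and had 1 peak at the end of the gene, at 134214288 to 134217352. TCF21 overexpression had a single peak of 460 bp at 134210530 to 134210989, which covered the coding part of exon 1 (134210536 to 134210985) with 97.8% of its bases in coding sequence. By the authors' q-value it was number 15 in its own list. Peaks show accessibility and not transcript level, so these values are no measure of knockdown efficiency. The identity of each library follows its label. The names of the peaks inside the list labelled TCF21 knockdown do not state the targeted gene, and the values of that library rest on its label.

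To ask how far each disruption changed the extent of open chromatin, peaks were counted per library. JUN control had 138131 peaks, which covered 112 Mb. JUN knockdown 1 had 68882 peaks over 59.7 Mb and JUN knockdown 2 had 78770 peaks over 72.8 Mb, so the knockdown libraries held 0.534 ± 0.0506 (SD, n = 2) of the number of peaks in JUN control. Both knockdown libraries lay below the control by far more than the difference between them. Of the alternatives, a stricter limit on q of 1e-05 moved this ratio most, to 0.243. TCF21 control had 62611 peaks over 57.5 Mb, or 0.453 of the number in JUN control, although neither control library was depleted of the factors. TCF21 knockdown had 87962 peaks over 86.8 Mb, a ratio of 1.40 to TCF21 control (95% interval 1.39 to 1.42). TCF21 overexpression had 58934 peaks over 55.5 Mb, a ratio of 0.941 (0.931 to 0.952). Median peak widths were 690 bp in JUN control, 660 and 714 bp in the JUN knockdown libraries, 703 bp in TCF21 control, 794 bp in TCF21 knockdown and 727 bp in TCF21 overexpression.

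The JUN control list differed from the others in how it was made. It has a summit column and a highest q-value of 0.0495, as the narrow mode of the peak caller gives, while the other 5 lists have no summit column and highest q-values of 0.0972 to 0.1, as broad mode gives. In the JUN control list, 91.1% of peaks had a q-value of 1e-05 or less. This share was 41.9% and 41.0% in the JUN knockdown lists, 43.3% in TCF21 control, 42.3% in TCF21 knockdown and 36.9% in TCF21 overexpression. Depth and calling mode both enter these q-values, so the shares describe the lists and are no measure of accessibility.

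**Figure D1:**
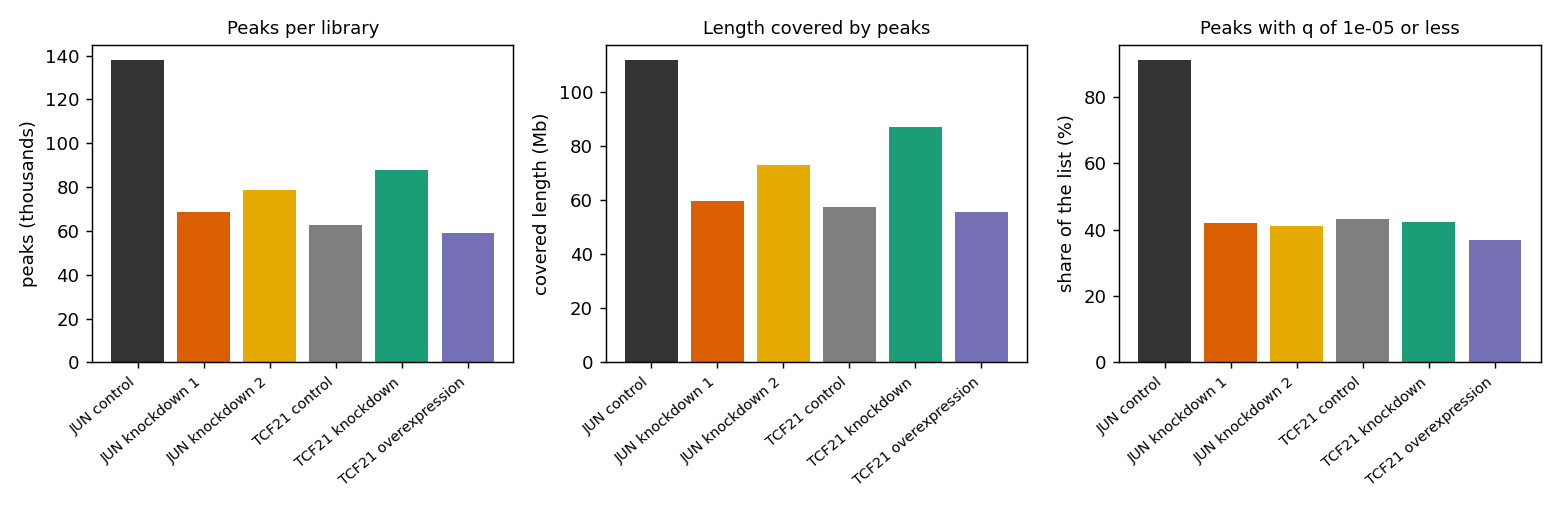
Number of peaks (in units of 1000), length covered by peaks (Mb) and share of peaks with a q-value of 1e-05 or less (%) in each of the 6 libraries, 1 bar per library. JUN control stands above the other 5 libraries in all 3 panels, with 138131 peaks against 58934 to 87962.

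To find regions closed by loss of JUN, JUN control peaks with no overlapping peak in a knockdown library were counted. JUN knockdown 1 lacked 70798 (51.3%) and JUN knockdown 2 lacked 62432 (45.2%) of the JUN control peaks, a mean of 48.2% ± 4.28 (SD, n = 2). Both libraries lacked the same 54020 peaks, or 39.1% (38.9 to 39.4). This share was 11.1% when the strongest 68882 peaks of each list were compared, the alternative that lowered it most. As the background with no JUN knockdown, TCF21 control lacked 79954 JUN control peaks, or 57.9% (57.6 to 58.1), more than either JUN knockdown library lacked. TCF21 overexpression lacked 60.6% and TCF21 knockdown lacked 39.2%. The absence from every library fell with the strength of the peak. In the weakest decile of JUN control enrichment, 87.4% and 82.4% of peaks were absent from JUN knockdown 1 and 2 and 88.7% from TCF21 control. In the strongest decile these values were 4.86%, 3.21% and 11.1%. TCF21 control lacked more JUN control peaks than each JUN knockdown library in 10 of 10 deciles.

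**Figure D2:**
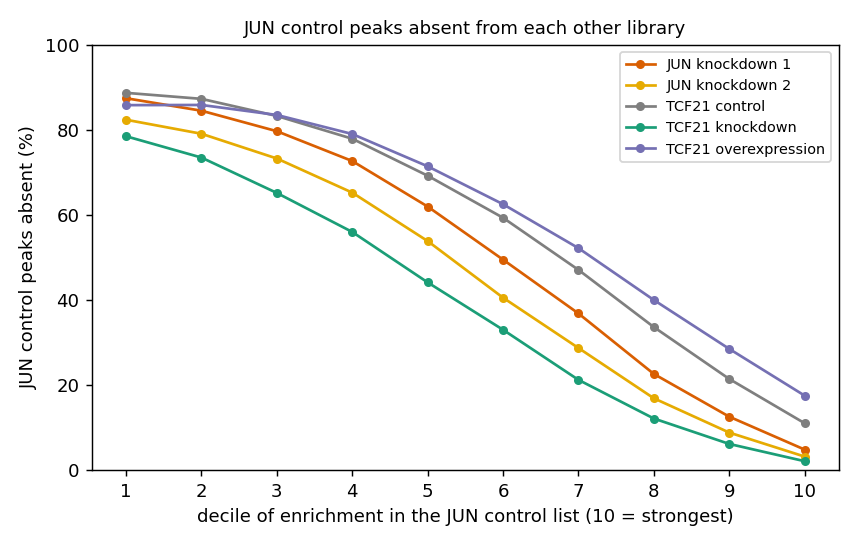
Share of JUN control peaks (%) with no overlapping peak in each of the other 5 libraries, by decile of the peak's enrichment in the JUN control list (10 is the strongest), 1 line per library. The line of TCF21 control, which had no JUN knockdown, runs above those of both JUN knockdown libraries in each decile, from 88.7% down to 11.1%.

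Because both JUN knockdown libraries were set against the same control, weak control peaks can be missing from both by chance. Permuting the losses of one knockdown within strata of enrichment and width gave a mean of 46758 joint losses over 1000 permutations (range 46565 to 46949). The observed 54020 was 1.16 times that mean (1.15 to 1.16), and without strata the ratio was 1.69. The same ratio was 1.10 to 1.16 for the other 9 pairs of libraries, which do not share a knockdown. It was 1.16 for TCF21 control with TCF21 knockdown and 1.15 for TCF21 control with TCF21 overexpression. The ratio of the JUN knockdown pair was above those of 8 of these 9 pairs and below that of TCF21 control with TCF21 knockdown.

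The TCF21 libraries were compared in the same way, to find regions opened by knockdown and closed by overexpression. Of the TCF21 knockdown peaks, 33762 (38.4%, 38.1 to 38.7) were absent from TCF21 control, while 8148 of the 62611 TCF21 control peaks were absent from TCF21 knockdown. Comparing the strongest 62611 peaks of each list lowered the first share most, to 22.6%. TCF21 overexpression lacked 18589 TCF21 control peaks, or 29.7% (29.3 to 30.0), and 14901 of its own peaks (25.3%) were absent from TCF21 control. With 1 library per condition, none of these shares has a spread between replicates to be set against.

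To ask whether regions that opened with TCF21 knockdown were those that closed with JUN knockdown, the 79954 JUN control peaks without a TCF21 control peak were used as background. Of the 49879 such peaks absent from both JUN knockdown libraries, 22.9% had a peak in TCF21 knockdown. Of the 30075 found in at least 1 JUN knockdown library, 58.2% had one. The odds ratio was 0.214 (0.208 to 0.221), below 1, so the gain was less frequent among lost peaks. It was 0.343 when stratified by decile of JUN control enrichment, and 0.241 to 0.410 in the single deciles. With TCF21 overexpression in place of TCF21 knockdown, the stratified odds ratio over the same peaks was 0.361.

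A further list of 2587 regions accompanied the libraries, in which the authors intersected the changes seen with TCF21 and with JUN. The regions had a median width of 1400 bp (quartiles 1000 to 2200) and covered 4.49 Mb. In the authors' deposited table, the fold of the less over the more covered library had a median of 0.431 and a highest value of 0.49995, and the highest FDR was 5.53e-14. The libraries behind that fold are not named in the table. The study selected its JUN targets by q-value and by a fold change below 0.5. The highest fold and FDR may therefore only mark that selection. A JUN control peak lay in 2561 regions (99.0%), and the median of the strongest ones was at percentile 90.7 of enrichment in the JUN control list. A peak was present in 90.6% of regions in JUN knockdown 1, 93.1% in JUN knockdown 2, 91.5% in TCF21 control, 97.6% in TCF21 knockdown and 65.2% in TCF21 overexpression. The joint peak pattern (a peak in JUN control and TCF21 knockdown, and none in the JUN knockdown libraries and TCF21 overexpression) was present in 55 regions, or 2.13% (1.64 to 2.76). This share was 12.7% with a limit on q of 1e-05. That limit keeps 91.1% of JUN control peaks but 41.9%, 41.0% and 36.9% of those of JUN knockdown 1, JUN knockdown 2 and TCF21 overexpression. Absence from these lists, which the pattern requires, thus becomes more frequent by the limit itself, and no matched lists are given for it. The share was 4.02% without JUN knockdown 1 and 5.91% without JUN knockdown 2. Among the strongest JUN control peaks of the regions it was 2.15%, against a mean of 2.55% (range 1.48 to 3.63) over 10000 lists of JUN control peaks matched on enrichment and width, at percentile 7.68. Most regions in this list thus held peaks in knockdown and control libraries alike, and presence or absence of a peak does not capture a change in its height.

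The share of regions with a peak in TCF21 control and none in TCF21 overexpression was 27.2% (25.5 to 28.9). At the strongest JUN control peaks it was 27.7%, against 10.1% (7.65 to 12.1) in the matched lists. In contrast, 6.38% of regions (5.50 to 7.39) had a peak in TCF21 knockdown and none in TCF21 control, and at the strongest peaks the share of 6.40% was below the 14.7% (12.3 to 17.3) of the matched lists. No peak in either JUN knockdown library was found at 3.36% of the strongest peaks, also below the matched lists, at 6.98% (5.58 to 8.51). The list was made from these same libraries, so these values describe it and are no independent evidence.

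**Figure D3:**
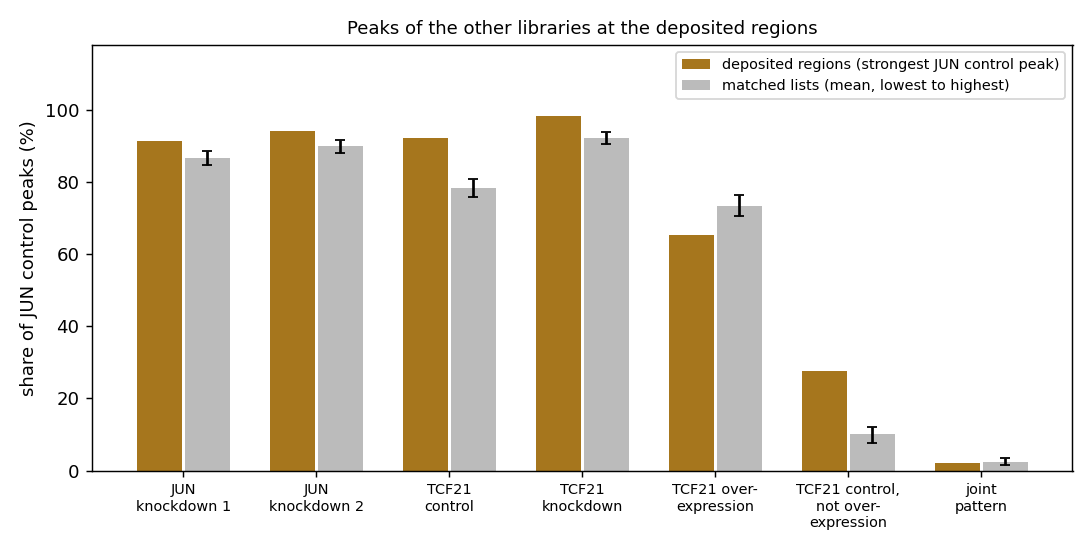
Share (%) of the strongest JUN control peaks in the deposited regions, and of matched lists of JUN control peaks, with a peak in each other library, with a TCF21 control peak but no TCF21 overexpression peak, or with the joint pattern. Bars of matched lists are means with lowest and highest values; the deposited regions stand above the lists for a TCF21 control peak lost with overexpression (27.7% against 10.1%) and within their range for the joint pattern.

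Motifs were counted in the reference sequence. The AP-1 motif TGASTCA (S is C or G) was present in 1581 deposited regions, or 61.1% (59.2 to 63.0), and in 17.9% of their central 200 bp. In the strongest JUN control peaks of the regions its share was 55.6%, against a mean of 40.1% (37.3 to 43.1) in 1000 matched lists. The E-box CAGCTG was present in 46.2% (44.2 to 48.1) of the regions, which are wider than most peaks. It was present in 36.5% of their strongest JUN control peaks, below the 45.6% (42.6 to 48.1) of the matched lists. The control pattern TGCTSA was present in 79.8%, against 74.9% (72.5 to 77.6). Relative to its matched lists, the AP-1 motif was thus 1.30 times as frequent as the control pattern. With the second control pattern ACTSAGT, chosen after the data were seen, this ratio was 1.13. As TGCTSA was already in 74.9% of the matched peaks, its share had little room to rise, and the 1.30 may be too high. Within 100 bp of the summit, shares relative to matched lists were 1.41 for AP-1, 1.19 for TGCTSA and 1.34 for ACTSAGT. The AP-1 excess over either control pattern was thus smaller there.

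The AP-1 motif was also counted within 100 bp of the summit of JUN control peaks, with retained peaks of equal enrichment and width as the reference. Retained peaks were the 46754 shared by both control and both JUN knockdown libraries, of which 25.4% held the motif. Among 4096 peaks shared by both control libraries and absent from both JUN knockdown libraries, 34.5% (33.1 to 36.0) held it, 1.43 times the share of matched retained peaks (1.35 to 1.52). Among the 49292 peaks absent from both JUN knockdown libraries and from TCF21 control, the ratio was 1.06 (0.985 to 1.15). Over these 2 sets together, which hold all 53388 counted peaks absent from both JUN knockdown libraries, it was 1.10 (1.02 to 1.18). Over the same 53388 peaks, CAGCTG gave 1.21 (1.09 to 1.34), TGCTSA 1.13 (1.06 to 1.21) and ACTSAGT 1.15 (0.951 to 1.39). The AP-1 ratio was thus the lowest there. Among 11660 peaks of JUN control and both JUN knockdown libraries that were absent from TCF21 control, the AP-1 ratio was 0.791 (0.759 to 0.824). The control pattern TGCTSA gave 1.03 (0.967 to 1.10) in the first of these sets, and CAGCTG gave 1.04 (0.938 to 1.14). In the second set they gave 1.14 (1.06 to 1.22) and 1.22 (1.10 to 1.36), both above the AP-1 ratio there, and in the third set 1.11 (1.07 to 1.15) and 1.12 (1.06 to 1.18). The backward pattern ACTSAGT gave 1.42 (1.20 to 1.68) in the first set, from 254 peaks that held it. Among 7332 retained peaks absent from TCF21 overexpression, the interval of the ratio for the AP-1 motif was 0.965 to 1.05. These peaks are also part of the retained reference. That draws each ratio over them toward 1, and the intervals do not allow for it. The ratio there was 0.816 (0.764 to 0.872) for CAGCTG, 1.11 (1.07 to 1.15) for TGCTSA and 1.18 (1.06 to 1.31) for ACTSAGT. Over all 13761 peaks of both control libraries absent from TCF21 overexpression, the AP-1 ratio was 1.12 (1.08 to 1.16). ACTSAGT gave 1.29 (1.17 to 1.41) over these peaks, TGCTSA 1.09 (1.05 to 1.12) and CAGCTG 0.827 (0.781 to 0.875). That larger set includes peaks that a JUN knockdown library also lacked, beside the 7332 retained peaks. Retained peaks were also matched on GC content and start sites. The AP-1 ratio was then 1.37 (1.29 to 1.45) in the 4086 peaks of the first set that had a match. It was 0.999 (0.927 to 1.08) in the second set and 0.693 (0.665 to 0.721) in the third. In the 7332 retained peaks absent from TCF21 overexpression it was 0.855 (0.821 to 0.890).

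**Figure D4:**
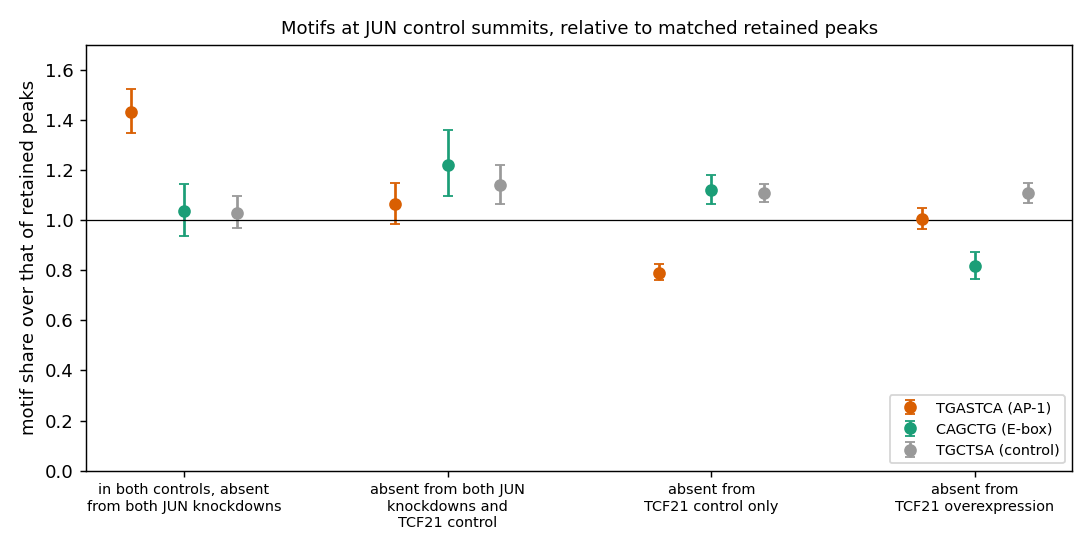
Share of JUN control summits with a motif, divided by the share in retained peaks of equal enrichment and width, for 3 motifs in 4 sets of peaks absent from the libraries named on the horizontal axis; points are ratios and bars are 95% intervals. The AP-1 motif is at 1.43 in peaks of both control libraries absent from both JUN knockdown libraries. It is at 1.06 in JUN control peaks that TCF21 control and both JUN knockdown libraries lacked. In peaks of JUN control and both JUN knockdown libraries absent from TCF21 control it is at 0.791. The control pattern ACTSAGT, which is not drawn, was at 1.42 (1.20 to 1.68) in the first of these sets. The peaks absent from TCF21 overexpression are also part of the retained reference.

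The share of peaks within 1 kb of an annotated transcription start site was 21.9% (21.7 to 22.1) in JUN control, 29.1% and 26.9% in the JUN knockdown libraries, 30.6% in TCF21 control, 26.9% in TCF21 knockdown and 33.0% in TCF21 overexpression. Lists with fewer peaks tended to have higher shares. Of the deposited regions, 20.2% (18.7 to 21.8) lay within 1 kb, and 34.9% within 5 kb. Among JUN control peaks, 37.6% of the retained ones, which TCF21 control also holds, lay within 1 kb of a start site and 13.4% of those absent from both JUN knockdown libraries did. The share was 13.9% in peaks present in both JUN knockdown libraries and absent from TCF21 control, so low shares were not particular to loss with JUN knockdown. It was 16.7% in peaks of both control libraries absent from both JUN knockdown libraries.

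The 10 deposited regions with the joint pattern and the highest enrichment in JUN control were as follows (hg19, with the authors' enrichment of the JUN control peak, and the nearest protein-coding gene by its start, beside any other gene overlapped). The first lay on chromosome 11 at 123561001 to 123561600, in intergenic sequence 35049 bp from SCN3B, with an enrichment of 11.8. One on chromosome 1 at 148776401 to 148776800 was intergenic, 36958 bp from NBPF16, with 11.7-fold enrichment. A region on chromosome 10 at 78476601 to 78477400 was intergenic, with KCNMA1 at 920727 bp and an enrichment of 10.8. On chromosome 5, a region at 157581201 to 157581800 was intergenic at 295048 bp from CLINT1, with an enrichment of 10.7. Another on chromosome 5, at 175433001 to 175433600, overlapped a noncoding exon where THOC3 and the pseudogene OR1X1P overlap, with an enrichment of 10.6. The region on chromosome 20 at 45599601 to 45600400 lay in an intron of EYA2, with an enrichment of 10.3. That on chromosome 17 at 32425401 to 32426000 lay in an intron of ASIC2 and overlapped a gene without a symbol, with an enrichment of 10.1. On chromosome 18, at 26998001 to 26998600, the region was intergenic with CDH2 at 1240091 bp, and the enrichment was 9.92. A region in an intron of PTPRD on chromosome 9, at 8601201 to 8601800, had DMAC1 as the gene with the nearest start, at 712821 bp, and an enrichment of 9.81. The last was on chromosome 12 at 5009201 to 5010200, 8871 bp from KCNA1, with an enrichment of 9.73. Each rests on the absence of a peak from 3 libraries as well as on its presence in JUN control and TCF21 knockdown, and 4 of the 10 had no peak in TCF21 control either.

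Peaks were then examined at the loci that the study singled out. Within SMAD3 (chromosome 15, 67356101 to 67487511), JUN control had 31 peaks, JUN knockdown 1 and 2 had 16 and 19, TCF21 control had 15, TCF21 knockdown had 20 and TCF21 overexpression had 15. Within CDKN2B-AS1 (chromosome 9, 21994138 to 22128102), the numbers in the same order were 15, 11, 13, 9, 12 and 7 peaks. Within ACTA2 (chromosome 10, 90694831 to 90751096) they were 10, 4, 5, 5, 6 and 4 peaks, and within MYH11 (chromosome 16, 15796992 to 15950885) they were 9, 3, 5, 2, 7 and 5 peaks. JUN control had more peaks than TCF21 control at all 4 genes. A MYH11 promoter peak was present in JUN control and TCF21 knockdown and in none of the other 4 libraries.

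At the enhancers, the amplicons that the study used for ChIP-qPCR were located by their primers. The first SMAD3 amplicon (chromosome 15, 67442534 to 67442662) and the second (67442949 to 67443091) both lie in an intron of SMAD3. The first was covered over all of its 129 bp in JUN control, TCF21 control and TCF21 knockdown, over 80 bp in JUN knockdown 1 and 51 bp in JUN knockdown 2, and had no peak in TCF21 overexpression. The second was covered in full in all 6 libraries. The peak in question ran from 67442436 to 67443333 in JUN control and from 67442436 to 67443250 in TCF21 control. It began at 67442583 and 67442612 in the JUN knockdown libraries and at 67442683 in TCF21 overexpression. In TCF21 knockdown it reached from 67442438 to 67444295. The CDKN2B-AS1 amplicon (chromosome 9, 22103345 to 22103481) lies in an intron of that gene and was covered in full in all 6 libraries. Its peak was 1231 bp wide in JUN control, 949 and 803 bp in the JUN knockdown libraries, 959 bp in TCF21 control, 881 bp in TCF21 knockdown and 667 bp in TCF21 overexpression. A deposited region at 22102801 to 22104600 covered it, and no deposited region lay in SMAD3.

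**Figure D5:**
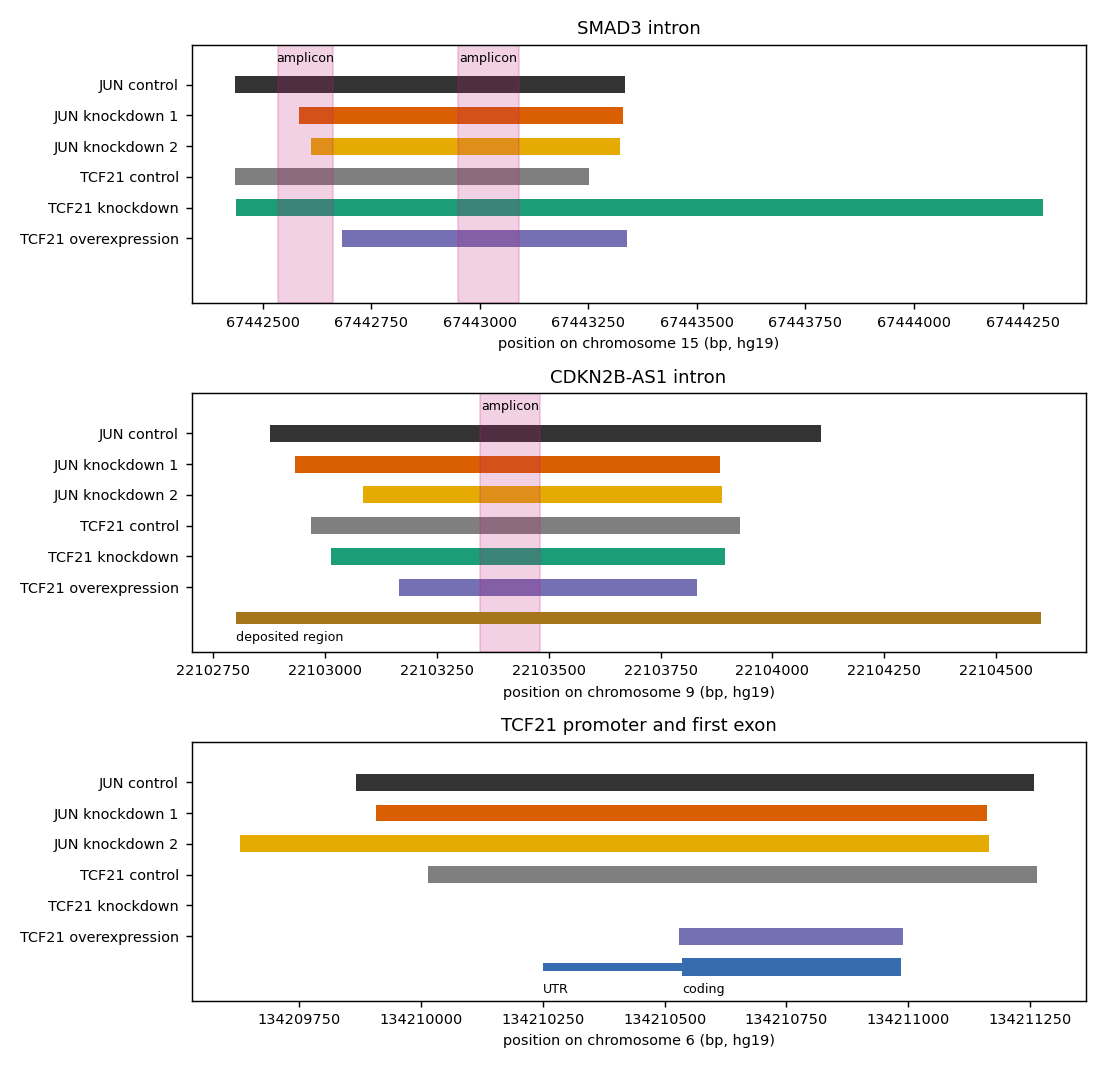
Peaks of the 6 libraries (bars, by position in bp on hg19) at the SMAD3 and CDKN2B-AS1 enhancers, with the ChIP-qPCR amplicons shaded and the deposited region below, and at the TCF21 promoter, with exon 1 below. TCF21 overexpression has no peak over the first SMAD3 amplicon, and its peak at TCF21 coincides with the coding part of the exon.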

Values the study reported

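For TCF21 knockdown the study reported 54,298 regions with increased and 2218 with decreased accessibility. It found 9932 decreased regions with TCF21 overexpression and 5063 regions in the overlap of the increase and the decrease. With the 2 hairpins against JUN, it reported 110,373 and 109,143 decreased regions, and 37,352 regions remained as JUN targets. The overlap of TCF21 and JUN targets was 2587 regions.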

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

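Direction held throughout: JUN knockdown stayed below JUN control, TCF21 knockdown above and TCF21 overexpression below TCF21 control, the ratio of joint losses above 1 and the odds ratio below 1 under each alternative that was run. Sizes moved. A limit on q of 0.05 in every list, merging of JUN control peaks only, the pattern ACTSAGT and masking of AP-1 sites were chosen after the data were seen. No paired analysis was possible because neither arm has replicates in its control.

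Limiting q to 0.01 gave peak ratios of 0.429 for JUN knockdown and 0.897 for TCF21 overexpression, and a limit of 1e-05 gave 0.243, 0.803 and, for TCF21 knockdown, 1.37. That limit removes most peaks of every list but JUN control. Under it, JUN control peaks were absent from both JUN knockdown libraries in 70.7% and from TCF21 control in 77.6%, TCF21 knockdown peaks from TCF21 control in 30.5% and TCF21 control peaks from TCF21 overexpression in 28.8%. The ratio of joint losses was 1.10, the odds ratio 0.0717 and the joint pattern 12.7%. Covered base pairs gave ratios of 0.593 for JUN knockdown, 1.51 for TCF21 knockdown and 0.965 for TCF21 overexpression.

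With overlap of at least 50% of the shorter peak, the same 4 absences were 40.3%, 58.8%, 39.5% and 31.3%, the ratio of joint losses 1.14 and the odds ratio 0.202. With equal numbers of the strongest peaks they were 11.1%, 25.3%, 22.6% and 26.5%, the ratio of joint losses was 1.64 and the odds ratio 0.398. Equal numbers leave out weak JUN control peaks, and absence was most frequent among weak peaks. A true loss with JUN knockdown would also shorten the knockdown lists. The fall to 11.1% therefore does not show what the absence of JUN control peaks rested on. With q at 0.05 in every list, 40.5% of JUN control peaks were absent from both JUN knockdown libraries and 58.6% from TCF21 control.

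Without strata the ratio of joint losses was 1.69. Stratified by enrichment, the odds ratio was 0.343. The fits that each left out one JUN knockdown library gave 45.2% to 51.3% for the absent JUN control peaks, an odds ratio of 0.209 to 0.232, peak ratios of 0.499 to 0.570, and a joint pattern of 4.02% to 5.91%, since each then required 1 absence fewer. The AP-1 share in the central 200 bp was 17.9%, in a window much shorter than the regions and not placed on a summit. In the strongest JUN control peaks of the regions, the share was 39.1% within 100 bp of the summit and 55.6% over the whole peak. Against ACTSAGT, the AP-1 excess was 1.13, and 1.22 with AP-1 sites masked. The promoter share of deposited regions within 5 kb was 34.9%; in the wider window 6 shares of single libraries also rose. Leaving out 1 of 2 libraries always moves a mean by less than the SD, so those peak ratios test nothing. The other 9 settings moved their results by less than the spread or interval. Among them, merging within 600 bp left all 5 broad lists unchanged. It could therefore not move the peak ratios between TCF21 libraries and tests nothing there. The unknown depth limits each comparison of peak presence between libraries.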

Other observations

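The tests of the calling mode, of the TCF21 peaks in the knockdown and overexpression libraries and of AP-1 motifs in peaks also absent from TCF21 control were chosen only after the result was seen.

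Both JUN knockdown libraries had fewer peaks than JUN control. Whether the narrow mode of that list accounts for this was not settled. After merging of peaks within 600 bp, the knockdown lists covered at most 0.644 of the bases of the control. Merging left the knockdown lists unchanged and took the control list only from 111.7 to 113.0 Mb. It does not turn a narrow list into a broad one, so it cannot decide the question. A JUN control library that stands apart from all others remains a candidate explanation. Its peaks were absent from TCF21 control more often than from either knockdown library, by 6.63 percentage points against the one that lacked more. Greater depth of that library may be the source, and depth is unknown. An effect of JUN knockdown on the number of peaks stays open beside it, because the only JUN control library is also the one that differs.

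A smaller set of losses had a different character. Peaks found in both control libraries and absent from both JUN knockdown libraries held the AP-1 motif 1.43 times as often as matched retained peaks. They also held it more often than peaks of JUN control and both JUN knockdown libraries absent from TCF21 control. The excess was 1.37 once retained peaks were also matched on GC content and on lying near a transcription start site, which argues against base composition and promoters as its whole source. Under that matching, ACTSAGT gave 1.36 (1.15 to 1.61) and TGCTSA 1.02 (0.957 to 1.09). Masked control patterns gave 1.02 for TGCTSA and 1.35 for ACTSAGT, the latter from 168 peaks, so a broader sequence bias of these peaks cannot be told apart from a bias of AP-1 sites by the controls: they disagree. These 4096 peaks are consistent with closing of AP-1 sites upon loss of JUN, as a hypothesis. The same matching lowered the ratio to 0.855 in retained peaks absent from TCF21 overexpression. For the 49292 peaks that TCF21 control lacked too, the ratio of 1.06 had an interval that included 1, and loss at AP-1 sites cannot be told apart there from absence for other reasons.

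TCF21 knockdown had more peaks than TCF21 control. Of its 33762 peaks absent from TCF21 control, 80.3% overlapped a peak of JUN control, a library without TCF21 knockdown. That is lower than for its peaks shared with TCF21 control (97.1%) or for all of its peaks (90.6%), and higher than for the TCF21 overexpression peaks absent from TCF21 control (63.4%). The JUN control list is long, so overlap with it is common. Greater sensitivity of the TCF21 knockdown library may explain part of the gain. It leaves open the 6653 gained peaks with no JUN control peak, and a true rise in accessibility at regions that JUN control also holds.

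The gain with TCF21 knockdown was less frequent, not more, where JUN knockdown had lost peaks. Peak strength alone does not account for it, since the odds ratio was 0.343 within deciles of strength. TCF21 overexpression, the opposite disruption, gave 0.361. A candidate explanation is that some peaks are more easily detected in any library, beyond what enrichment in JUN control captures.

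The strongest JUN control peaks of the deposited regions held the AP-1 motif more often and CAGCTG less often than matched JUN control peaks. They lay near a transcription start site less often than the lists (19.1% against 34.1%). With GC content and start sites matched as well, the ratio was 1.17 for AP-1 and 0.849 for CAGCTG, each still outside the range of 1000 lists, so these properties explain only part of the difference. Over the whole regions, which are wider, the share with CAGCTG was 46.2% and not lower than in the lists of peaks.

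In TCF21 overexpression, the peak at TCF21 had edges within a few bases of the coding part of exon 1, and 97.8% of its bases were coding. The promoter peaks of the libraries that had one were at most 36.0% coding. Reads from the cDNA of the lentivirus are a candidate source, as they would map to coding exons. If so, this peak is no measure of accessibility at the locus. The second coding exon, of 87 bp, had no peak.

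TCF21 knockdown had no peak at the TCF21 promoter. Among JUN control peaks of the same decile of enrichment as its TCF21 promoter peak, 12.2% were absent from TCF21 knockdown. That decile also holds peaks that other libraries lacked, whereas this peak was present in both control and both JUN knockdown libraries. Of the 46754 counted peaks shared by those libraries, at any strength, 773 were absent from TCF21 knockdown. Such a miss was thus rarer than the decile implies. With 1 library, a chance miss and closing of the promoter still cannot be told apart.

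The number of TCF21 knockdown peaks absent from TCF21 control was 33762. That is lower than the number of increased regions quoted from the study above. The number of TCF21 control peaks absent from TCF21 knockdown was 8148. That is higher than the number of decreased regions quoted above. The number of TCF21 control peaks absent from TCF21 overexpression was 18589. That is higher than the quoted number for overexpression. The numbers of JUN control peaks absent from JUN knockdown 1 and 2 were 70798 and 62432. Both are lower than the quoted numbers for the hairpins. The measures differ, because presence of a peak was compared here and read coverage there.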
